A study of Sus scrofa with 24 samples. Its data were reported in "Comparative Transcriptomic Profiles of Differentiated Adipocytes Provide Insights into Adipogenesis Mechanisms of Subcutaneous and Intramuscular Fat Tissues in Pigs" (2022).

How the data were processed

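Gene expression was measured by RNA sequencing in primary preadipocytes of the pig, the fibroblast-like precursors of fat cells that can be driven to store lipid in culture. The cells came from 2 fat depots of 6-day-old Yorkshire piglets, the subcutaneous fat of the back (BF) and the intramuscular fat of the longissimus dorsi, the long muscle of the back (IMF). Per the labels, each depot was sampled on 4 days of adipogenic culture (days 0, 2, 4 and 8) with 3 replicates, which made 8 groups and 24 libraries. The groups are named by depot and day, so that IMF-4d stands for intramuscular cells on day 4. The induction medium held IBMX (an inhibitor of phosphodiesterases), dexamethasone (a glucocorticoid) and insulin, and was followed by medium with insulin and then by growth medium.

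The authors sequenced polyadenylated RNA as paired reads on an Illumina NovaSeq, aligned the reads with HISAT2 to the pig genome Sscrofa11.1, and assembled and quantified transcripts with StringTie against the Ensembl annotation. The deposited values were FPKM, fragments scaled by transcript length and by the number of mapped fragments, 1 value per gene and library, so that library size and gene length had been divided out by the authors before deposition. The table held 25462 genes, of which 21271 carried Ensembl gene IDs and 4191 were assembled by the authors outside that annotation. It held 0 missing values and 0 duplicated gene IDs. Values of 21696 genes were above 0 in at least 1 library. Small RNA libraries were not analysed here.

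FPKM values keep no read counts. The low values of a gene did not fall on whole multiples of a single read, so the depth of each library is unknown and no counting interval is given. The FPKM of a library summed to between 307967 and 385768 (median 340037), and between 9985 and 10858 genes per library reached 1 FPKM. The 10 genes with the highest values took 11.64 to 15.97% of a library's total. Of the 4503 genes with a median above 10 FPKM, 4 were listed at 0 in some library. An exact 0 can therefore be a failed estimate, and a gene at 0 is described as listed at 0.

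Values were tested as log2(FPKM + 1). A gene was tested when its FPKM summed over the 24 libraries exceeded 1, the limit the authors used for reliable expression, which left 16135 genes (2715 of them assembled by the authors). A single linear model with 1 mean per group was fitted to all 24 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with trend and robust), so that the 8 groups shared an estimate of the spread of each gene. The authors called differentially expressed genes with DESeq2, which needs counts and was not used here. Their thresholds were kept, and a gene was called at a Benjamini-Hochberg adjusted p under 0.01 together with an absolute log2 fold change of at least 1. Adjusted p-values of genes are from limma throughout. Differences are later minus earlier day within a depot and IMF minus BF between depots. Every fold change is on the log2(FPKM + 1) scale, which understates the change of genes with low values.

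The comparisons were the 3 intervals between successive days in each depot, the 4 comparisons of depots on 1 day (10 pairwise comparisons), and 3 interaction contrasts, each the difference between IMF and BF in the change over an interval. Effects of a depot or day called in 1 comparison and not in another were treated as different only where the interaction contrast was itself called.

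Sets of genes were tested with camera of limma at its preset correlation of 0.01 and, beside it, with fry, which estimates the correlation from the residuals. The 10 sets were written by hand (adipocyte genes, fatty acid biosynthesis, glycolysis, citrate cycle, DNA replication, cell cycle, pentose phosphate pathway, steroid biosynthesis, ribosome and spliceosome). KEGG annotation was not used here. Adjustment ran separately over the tests between depots and over the tests of intervals, and a set was past the threshold at an adjusted p under 0.05. An adipocyte marker score was the mean log2(FPKM + 1) over the 16 listed adipocyte genes in the table, of which 10 were among the tested genes. Its groups were compared by a two-sided exact permutation test. Another 4 lists of cell type markers (myogenic, endothelial, immune and stromal) and 4 lists written after the values had been seen (interferon response, cAMP response, glucocorticoid response and hypoxia) served only the tests of the closing part.

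Genes are named in the text by a fixed rule. Named were AGT, GK and CAT, which the study measured by qRT-PCR, other candidates its trend analysis names (PCK1, IGF1, CYP26B1, SOAT1, ENO2, FABP4, FGF2, COX4I2, THSD7A, SHC3, CACNG7 and GLA), and the adipocyte markers PPARG, CEBPA, ADIPOQ and PLIN1. In each pairwise comparison the 2 largest rises and the 2 largest falls were added from the called genes that had a symbol, a mean of at least 1 FPKM in the higher group, and libraries that did not overlap between the groups. A further gene that the rule covers is not reported here. Gene symbols came from a table that gave a symbol for 14815 of the IDs. The ID ENSSSCG00000012202 had no symbol there and carries the name GK from the study. Coordinates are those of RefSeq on Sscrofa11.1, matched by symbol, the same build as the authors used, while the IDs and values are from Ensembl annotation. Strand was not taken into account, and genes that share reads with a near-identical or overlapping gene are uncertain where the authors' quantification could have split them.

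The grouping, the tests, the named genes and a list of alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, a filter of at least 1 FPKM in at least 3 libraries, quantile normalization, division of each library by its median ratio to the geometric mean, a fit on only the libraries compared, the replicate number as a block, eBayes without trend and robust, an adjusted p under 0.05, fry in place of camera, and each library left out in turn. In the fits with a library left out, the genes tested were those tested with all libraries. The alternatives for the study's candidate lists were chosen after seeing the data.

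The fit was tested on simulated data with 200 changed genes among 16135 before it was run on the deposited values. It recovered 196 of the changed genes (98%) with equal spread in all libraries, at 1 false call, and 197 (98.5%) with the spread of each library as observed, at 4 false calls. The changed genes were drawn from those with higher values, and the rises among them had a median log2 change of 2.00. Errors were independent across genes. These shares therefore do not give the recovery of low genes or of changes near 1. Simulated data with 0 changed genes gave 0 calls, and 100 further draws with the spread of each library as observed gave between 0 and 9 over the 3 BF intervals. The same draws gave the number of genes found in all 3 BF intervals without any change, with as many genes taken per interval as were called. Another 100 draws of unchanged groups kept the spread of each group, as the SD of each gene or as the residuals of its libraries. The set test called 2 of 2 shifted sets and 0 of 98 others. Its simulated genes were independent as well, so it cannot show false calls from correlated genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.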

Results

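Transcript levels were recorded in 24 RNA libraries of porcine preadipocytes, 12 from subcutaneous back fat (BF) and 12 from the intramuscular fat of the longissimus dorsi (IMF). Cells of each depot were collected on days 0, 2, 4 and 8 of adipogenic culture, with 3 replicates per depot and day. The values were FPKM computed by the authors, and the number of reads behind a value is unknown. The total FPKM of a library lay between 307967 and 385768, and 9985 to 10858 genes per library reached 1 FPKM. Of the 25462 genes in the table, 16135 were tested. All fold changes below are log2 fold changes of FPKM + 1, with the standard error (SE) and the adjusted p of limma.

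Replicates were compared before they were averaged, by Pearson's correlation across genes, which are not independent replicates. Of the 24 libraries, 0 had values identical to another. Replicates of BF-0d correlated at 0.993 to 0.994 and those of the 4 IMF groups at 0.987 to 0.994. The lowest values were 0.962 between BF-2d replicates 2 and 3, 0.965 between BF-4d replicates 1 and 3, and 0.969 between BF-8d replicates 1 and 2. The first principal component held 52.3% of the variance and the second 12.5%. On the first component the BF-0d libraries lay between -37.7 and -34.2 and the BF-8d libraries between 62.6 and 65.5. The IMF libraries of days 0, 2 and 4 lay between -47.6 and -31.3, and those of IMF-8d between 27.4 and 30.6. BF-2d replicate 3 lay at -17.2, whereas BF-2d replicates 1 and 2 lay at 26.5 and 27.2. Between 11.64 and 15.97% of a library's FPKM fell on its 10 highest genes, and 5 high genes, chosen after their values were seen, took between 0.0942 and 6.03% of a library, the highest share in BF-0d replicate 1. The labels give no sequencing batch, so no comparison could be made within batches.

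**Figure D1:**
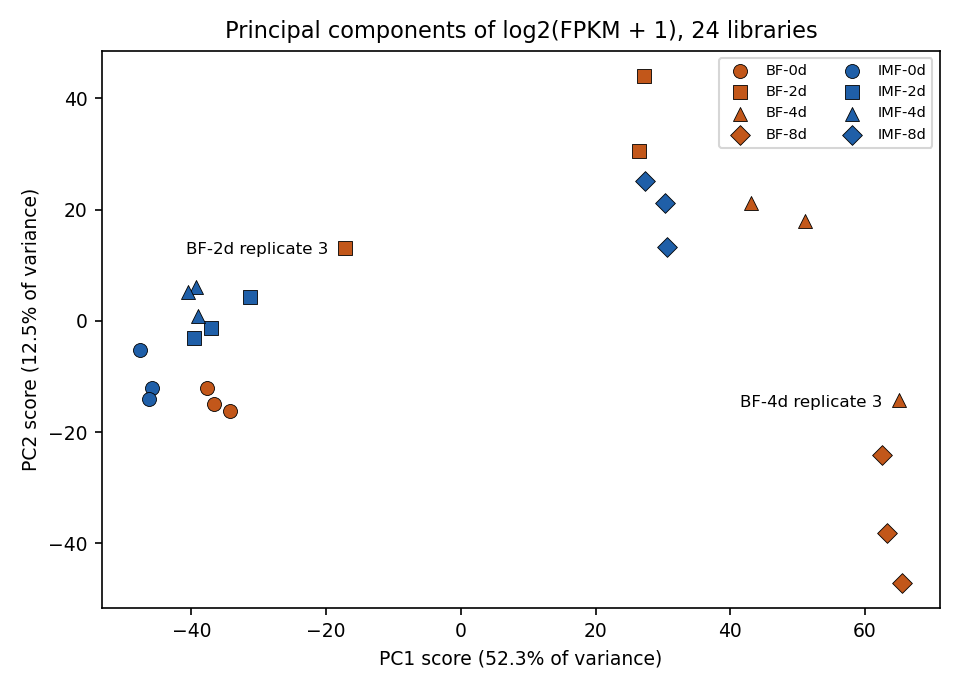
Principal components of log2(FPKM + 1) over 16135 genes, first component on the horizontal axis (52.3% of the variance) and second on the vertical axis (12.5%), 1 point per library, coloured by depot and day. BF-2d replicate 3 lies at -17.2 on the first component, apart from the other BF-2d libraries at 26.5 and 27.2.

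The comparison of successive days within a depot asked which genes changed as the preadipocytes differentiated. In BF cells, 1063 genes were called from day 0 to day 2 (438 higher and 625 lower on day 2), 541 from day 2 to day 4 (324 higher, 217 lower), and 472 from day 4 to day 8 (288 higher, 184 lower). In IMF cells, 127 genes were called from day 0 to day 2 (53 higher, 74 lower), 6 from day 2 to day 4 (5 higher, 1 lower), and 1169 from day 4 to day 8 (672 higher, 497 lower). Unadjusted p-values under 0.05 were found for 1345 genes from IMF-2d to IMF-4d. In a fit on only the 6 libraries of the groups compared, 237 genes were called from BF-0d to BF-2d, 0 from BF-2d to BF-4d (2981 genes at an unadjusted p under 0.05) and 4 from BF-4d to BF-8d. A pseudocount of 0.1 gave 2020, 970 and 916 genes over the BF intervals and 185, 2 and 2103 over those of IMF. Single libraries also moved them. Without BF-2d replicate 3, 1615 genes were called from BF-0d to BF-2d, and without BF-2d replicate 2 there were 698. From BF-2d to BF-4d the count was 851 without BF-2d replicate 1. From BF-4d to BF-8d it ranged from 295 without BF-4d replicate 1 to 832 without BF-4d replicate 3. From IMF-0d to IMF-2d it dropped to 69 without IMF-2d replicate 2, and from IMF-2d to IMF-4d it was 2 without the same library or IMF-4d replicate 2 and 10 without BF-2d replicate 3, which enters through the shared spread.

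Over the 3 intervals, 1753 genes were called at least once in BF cells and 1262 in IMF cells. Of these, 684 were in both unions, 1069 only in that of BF and 578 only in that of IMF. In all 3 intervals, 16 genes were called in BF cells and 0 in IMF cells, where the interval from day 2 to day 4 had only 6 calls. Successive intervals share libraries, so some overlap is found without any change. When as many genes per interval were taken from simulated libraries with 0 changed genes, by the smallest p, a median of 23 genes (13 to 34 over 100 draws) fell in all 3 BF intervals, and 93 of the 100 draws gave 16 or more. Taken by the largest fold change the median was 85.5 (67 to 111). For lists of this length, an overlap of 16 was thus no larger than shared libraries give. These lists were taken by rank, without the thresholds of a call. At the thresholds the same draws gave a median of 1 call over the BF intervals together (0 to 9), and 0 of 100 reached 16. The draws by rank therefore concern the size of the overlap and not whether the 16 genes changed.

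**Figure D2:**
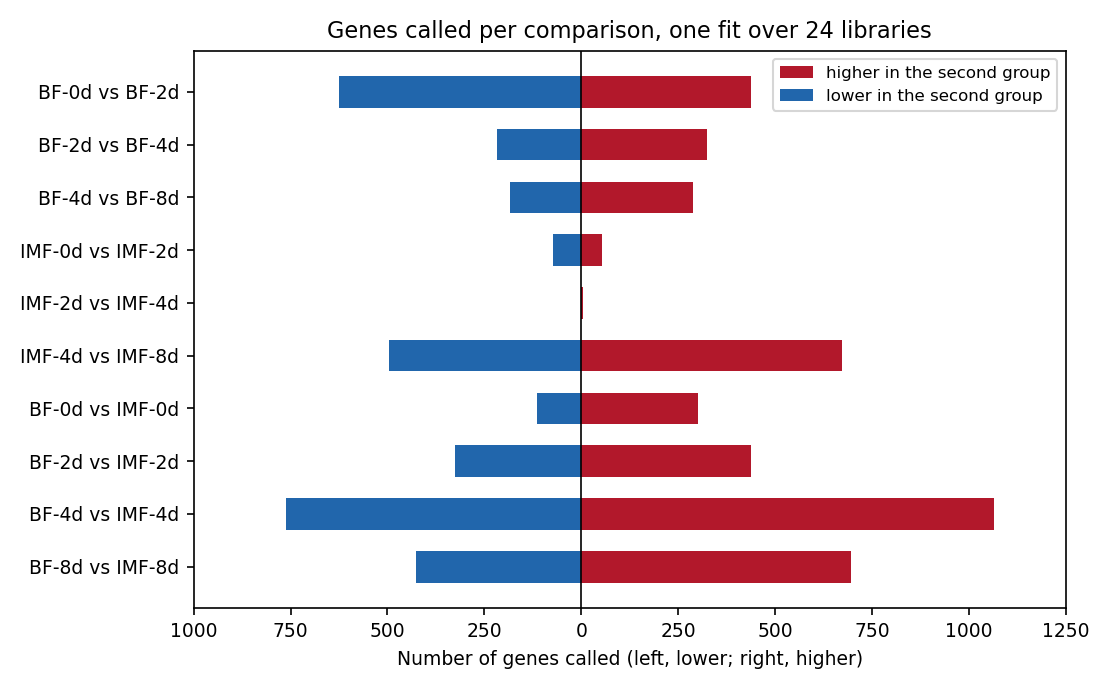
Number of called genes in each of the 10 pairwise comparisons (adjusted p under 0.01 and absolute log2 fold change of at least 1), with bars to the left for lower and to the right for higher values in the later day or in IMF. The bars range from 6 genes for IMF-2d vs IMF-4d to 1826 for BF-4d vs IMF-4d.

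From BF-0d to BF-2d the largest rises were those of PCK1 (ENSSSCG00000007507, chromosome 17, 57930507 to 57936523 on Sscrofa11.1) and IL11 (chromosome 6, 59540482 to 59544909). PCK1 rose by 7.50 (SE 0.78, adjusted p = 1.08e-06), from 0.0686 ± 0.0425 to 366 ± 305 FPKM (SD, n = 3), and the spread of the BF-2d libraries was nearly as wide as their mean. IL11 rose by 6.89 (SE 0.77, adjusted p = 2.27e-06). The largest falls were those of CCN2, at -5.19 (SE 0.51, adjusted p = 4.75e-07), and MGP, at -3.82 (SE 0.56, adjusted p = 4.20e-05). With only the BF-0d and BF-2d libraries fitted, PCK1, IL11 and MGP lost their call and CCN2 kept it. From BF-2d to BF-4d, MMP1 changed by 5.72 (SE 0.86, adjusted p = 1.63e-04) and EREG by 3.73, while ASPN changed by -3.35 and ACTA2 by -3.38. All 4 lost their call when only the BF-2d and BF-4d libraries were fitted. From BF-4d to BF-8d the largest rises were those of RSAD2 (chromosome 3, 128880853 to 128897809), by 7.08 (SE 0.97, adjusted p = 7.32e-05), and IFIT1, by 6.48. Both varied widely between the BF-8d libraries. RSAD2 stood at 0.918 ± 0.885 FPKM in BF-4d and at 699 ± 882 FPKM in BF-8d, and IFIT1 at 601 ± 635 FPKM in BF-8d (SD, n = 3). The largest falls over this interval were NET1 at -2.87 and SLC6A5 at -3.13. These 4 calls from day 4 to day 8 were also lost when only the compared libraries were fitted.

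From IMF-0d to IMF-2d, PDE4B rose by 2.56 (SE 0.34, adjusted p = 9.43e-05) and NR4A1 by 2.39, and DES and CA4 changed by -2.96 and -2.30. The call of NR4A1 was kept in 1 of the 6 fits that each left out a library of these groups, and was lost with only these groups fitted. From IMF-2d to IMF-4d, TXNIP rose by 2.08 (SE 0.33, adjusted p = 0.0057), CRABP1 by 1.59 (adjusted p = 1.87e-04), and HAS2 changed by -1.44 (adjusted p = 0.00594). TXNIP and HAS2 lost their call in all 6 such fits and CRABP1 kept it. At a pseudocount of 0.1 all 3 lost it, and 0 of the 6 genes called over this interval were called. With only the compared libraries fitted, CRABP1 and HAS2 lost their call and TXNIP kept it. The largest adjusted p of CRABP1 over the alternatives was 0.169. From IMF-4d to IMF-8d the largest rises were those of STC1 (chromosome 14, 7952175 to 7961365), at 7.50 (SE 0.70, adjusted p = 1.73e-07), and IL11, at 7.39. STC1 went from 0.312 ± 0.344 to 235 ± 48.4 FPKM (SD, n = 3). MYLK changed by -5.00 (SE 0.39, adjusted p = 1.06e-08) and DHRS3 by -4.33.

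Whether the 2 depots changed differently over an interval was tested by the interaction contrast. It was called for 395 genes from day 0 to day 2, 493 from day 2 to day 4 and 1031 from day 4 to day 8. Fits on only the 12 libraries concerned gave 132, 33 and 933 calls. Many genes called in a single depot did not pass this contrast. From day 0 to day 2, 991 genes were called in BF alone, and the interaction was called for 263 of them (26.5%). For day 2 to day 4 and day 4 to day 8 the corresponding numbers were 310 of 541 (57.3%) and 176 of 340 (51.8%). Of the genes called in IMF alone, 15 of 55 passed it from day 0 to day 2, 6 of 6 from day 2 to day 4 and 578 of 1037 (55.7%) from day 4 to day 8. The 72 genes called in both depots from day 0 to day 2 all changed in the same direction, and 98 of 132 did so from day 4 to day 8.

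Changes of the depots were also compared by Pearson's r across the tested genes, which are not independent replicates and carry no p. Over the same interval r was 0.349 from day 0 to day 2 and 0.151 from day 4 to day 8. Between the change of BF from day 0 to day 2 and that of IMF from day 4 to day 8 it was 0.536, and 413 of the 434 genes called in both changed in the same direction. Measured from day 0, the change of IMF by day 8 correlated at 0.639 with that of BF by day 2, at 0.738 with that of BF by day 4, and at 0.682 with that of BF by day 8.

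The comparison of depots on the same day asked how intramuscular and subcutaneous cells differed at each stage. Between the depots 417 genes were called on day 0 (302 higher and 115 lower in IMF), 764 on day 2 (438 higher, 326 lower), 1826 on day 4 (1065 higher, 761 lower) and 1123 on day 8 (696 higher, 427 lower). On day 2 a fit on only the compared libraries gave 107 genes, and the count without BF-2d replicate 3 was 1287. The share of called genes that were higher in IMF was 57.3% on day 2, 58.3% on day 4 and 62.0% on day 8. Under median ratio scaling these shares were 47.8, 50.5 and 48.6%, and under quantile normalization 47.9, 50.5 and 49.9%, so the majority on days 2 and 8 depended on the scaling and that on day 4 nearly vanished. On at least 1 day 2636 genes were called, and 53 genes were called on all 4 days, 42 of them always higher and 7 always lower in IMF. The count on all 4 days was 87 without BF-8d replicate 1.

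On day 0 the largest differences were COMP, at 4.96 (SE 0.46, adjusted p = 1.98e-07), and ISG15, at 4.31 (SE 0.96, adjusted p = 0.00422), on the IMF side, and MASP1, at -3.38, and POSTN, at -3.07, on the BF side. ISG15 kept its call in 1 of the 6 fits that left out a library. On day 2 and day 8 the largest difference on the IMF side was that of THBS4 (ENSSSCG00000014117, chromosome 2, 88729531 to 88780759). THBS4 stood at 47.5 ± 1.48 FPKM in IMF-2d against 0.405 ± 0.118 in BF-2d, and at 119 ± 7.98 in IMF-8d against 0.676 ± 0.133 in BF-8d (SD, n = 3), differences of 5.11 (SE 0.11, adjusted p = 1.72e-17) and 6.17 (adjusted p = 4.17e-19). CCN2 was higher in IMF on day 2 by 4.10. On the BF side of that day were PCK1, at -7.41 (SE 0.78, adjusted p = 1.90e-06), and CXCL8, at -5.80. On day 4, ACTA2 and MGP were higher in IMF by 6.24 and 6.13. CXCL8 (chromosome 8, 69932646 to 69935861) and PTGS2 (chromosome 9, 127850164 to 127858866) were lower by -9.50 (SE 0.77, adjusted p = 2.01e-08) and -8.68 (SE 0.65, adjusted p = 6.17e-09). In BF-4d both had an SD above their mean, with CXCL8 at 3100 ± 4442 and PTGS2 at 2241 ± 2246 FPKM (SD, n = 3). On day 8, PENK was higher in IMF by 5.21 (adjusted p = 9.46e-11), RSAD2 lower by -4.98 (adjusted p = 5.50e-04), and CSF2 lower by -6.11 (adjusted p = 2.31e-06). CSF2 was listed at 0 in all IMF libraries of days 0, 2 and 4. With only the compared libraries fitted, CCN2, PCK1 and CXCL8 lost their call on day 2 and RSAD2 on day 8.

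Levels of AGT, GK and CAT were compared because the study also followed these genes by qRT-PCR. AGT (ENSSSCG00000010184, chromosome 14, 59643030 to 59656835) stood at 3.24 ± 0.224, 3.22 ± 0.795, 25.6 ± 9.98 and 94.7 ± 11.4 FPKM on days 0, 2, 4 and 8 in BF, and at 1.86 ± 0.484, 0.787 ± 0.0834, 0.848 ± 0.147 and 32.1 ± 2.90 in IMF (SD, n = 3). It rose in BF by 2.59 from day 2 to day 4 (SE 0.21, adjusted p = 2.06e-07) and by 1.93 from day 4 to day 8, and in IMF by 4.16 from day 4 to day 8 (adjusted p = 2.35e-11). AGT was lower in IMF on day 2 (-1.22), day 4 (-3.77) and day 8 (-1.53), and on day 0 the difference of -0.58 was not called (adjusted p = 0.0756). ENSSSCG00000012202, which the study names GK, went in BF from 2.87 ± 0.367 on day 0 to 13.98 ± 9.11 on day 2, 20.7 ± 12.2 on day 4 and 7.48 ± 3.05 on day 8, and in IMF from 2.39 ± 0.0735 to 3.71 ± 0.693, 3.88 ± 0.343 and 8.13 ± 1.02 FPKM (SD, n = 3). Its rise in BF from day 0 to day 2 of 1.77 (adjusted p = 0.00227) kept its call in 3 of 6 fits with a library left out, and its difference on day 4 of -1.94 (adjusted p = 6.53e-04) in 6 of 6. CAT (chromosome 2, 26493664 to 26533881) stood in BF at 32.3 ± 0.382, 128 ± 67.02, 91.1 ± 53.1 and 32.3 ± 5.43 FPKM and in IMF at 24.04 ± 1.96, 29.8 ± 1.58, 27.7 ± 0.646 and 54.1 ± 4.42 FPKM (SD, n = 3). CAT rose in BF from day 0 to day 2 by 1.78 (adjusted p = 0.00177) and was lower in IMF by -1.89 on day 2 and -1.44 on day 4, and the last of these calls was kept in 1 of 6 fits with a library left out. With only the compared libraries fitted, both BF rises of AGT and its difference on day 2, both of these calls of ENSSSCG00000012202 and all 3 of CAT were lost.

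**Figure D3:**
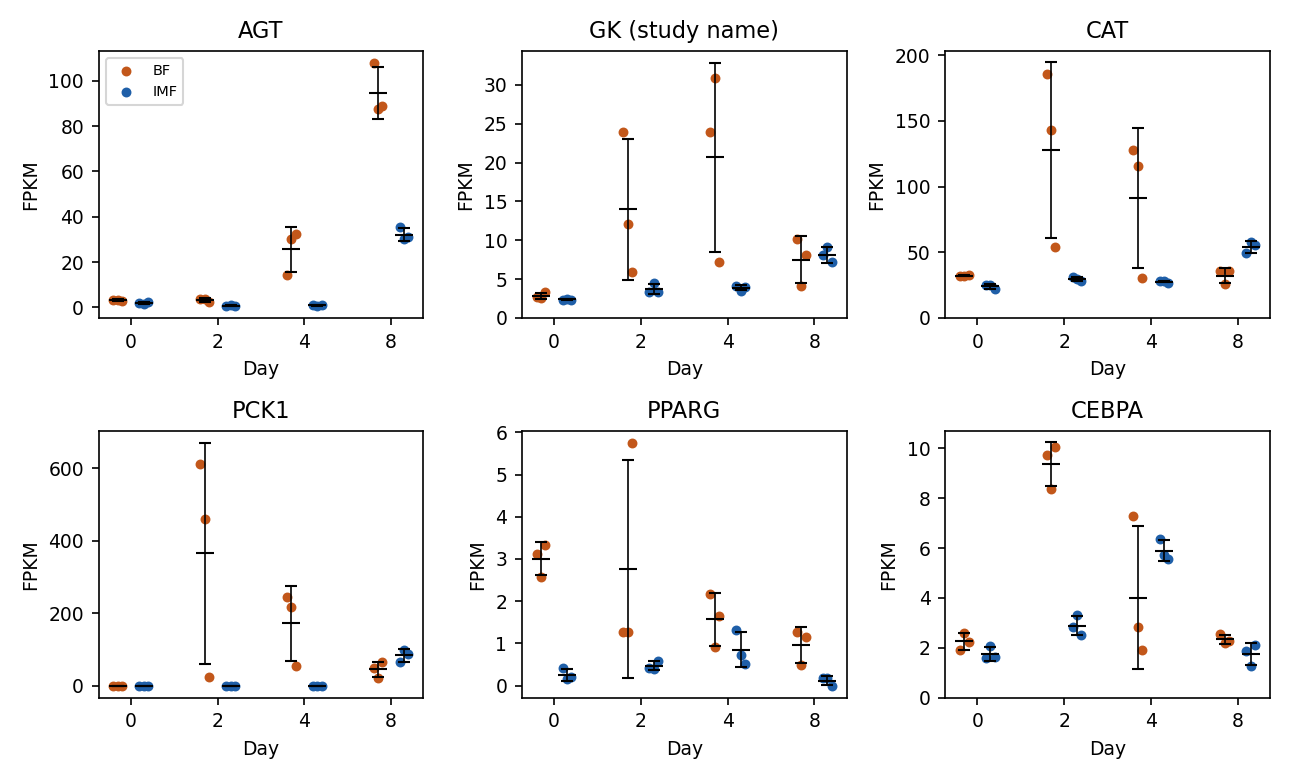
FPKM of AGT, ENSSSCG00000012202 (named GK by the study), CAT, PCK1, PPARG and CEBPA by day of culture, with 1 point per library and the mean ± SD of 3 libraries as dash and bars, for both depots. AGT reached 94.7 ± 11.4 FPKM in BF-8d and 32.1 ± 2.90 in IMF-8d.

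The other candidates named by the study were followed in the same way. PCK1 was also higher in BF on day 4 (-6.87, adjusted p = 1.17e-06) and rose in IMF from day 4 to day 8 by 6.09, after which the depots did not differ on day 8 (0.98, adjusted p = 0.352). CYP26B1 rose over every BF interval, by 1.55, 2.53 and 1.95, reaching 134 ± 9.26 FPKM in BF-8d against 9.51 ± 0.644 in IMF-8d (SD, n = 3), but all 3 calls were lost when only the compared libraries were fitted. CYP26B1 also rose in IMF from day 4 to day 8 by 2.15, and was lower in IMF on day 4 (-3.88) and day 8 (-3.69). Each of these later calls was kept under 8 of 8 alternatives and in 6 of 6 fits with a library left out. IGF1 rose from day 0 to day 2 in BF by 3.22 and in IMF by 2.01, the second call being kept in 1 of 6 fits with a library left out. It changed in BF from day 4 to day 8 by -1.81 and was higher in IMF on day 8 by 1.55. These calls were kept in 2 of 6 and 1 of 6 fits with a library left out. SOAT1 and GLA rose in BF from day 0 to day 2 by 2.18 and 1.13, and GLA rose in IMF from day 4 to day 8 by 2.95. The call of GLA in BF was kept in 1 of 6 such fits. GLA was lower in IMF on day 2 (-1.31, kept in 1 of 6) and day 4 (-1.58), and higher on day 8 (1.84). The rises of SOAT1 and GLA in BF and of IGF1 in IMF lost their call when only the compared libraries were fitted. So did the change of IGF1 in BF from day 4 to day 8 and the difference of GLA on day 2. ENO2 rose from day 4 to day 8 in both depots, by 2.04 in BF and 2.89 in IMF, the first call being lost in that fit. FGF2 was higher in IMF on day 8 by 1.87, COX4I2 by 1.72, CACNG7 by 1.79 and SHC3 by 1.06. THSD7A stayed under 1 FPKM in every group and was not called in any comparison.

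Adipocyte marker genes were examined to follow differentiation. FABP4 stood at 2.02 ± 0.347, 0.371 ± 0.226, 0.670 ± 0.438 and 3.47 ± 2.24 FPKM on days 0, 2, 4 and 8 in BF (SD, n = 3). Its change of -1.15 from day 0 to day 2 (SE 0.24, adjusted p = 0.00101) kept its call in 6 of 6 fits with a library left out. Its rise of 1.34 from day 4 to day 8 (adjusted p = 6.30e-04) lost the call without BF-8d replicate 1 (0.96) and in the fit on only the compared libraries. FABP4 was listed at 0 in all IMF-0d libraries and reached 0.404 ± 0.238 FPKM in IMF-8d (SD, n = 3). It was lower in IMF on day 0 (-1.59) and day 8 (-1.57), and the second call was lost when only the compared libraries were fitted. PPARG (chromosome 13, 68301566 to 68433951) stood at 3.003 ± 0.390 FPKM in BF-0d and 0.256 ± 0.149 in IMF-0d (SD, n = 3), a difference of -1.67 (SE 0.29, adjusted p = 4.66e-04), and its call on day 2 (-1.15) was kept in 2 of 6 fits with a library left out and lost with only the compared libraries fitted. CEBPA (chromosome 6, 43083200 to 43085884) rose in BF from day 0 to day 2 by 1.67 (adjusted p = 2.31e-05) to 9.37 ± 0.880 FPKM (SD, n = 3) and changed by -1.19 from day 2 to day 4, a call lost without BF-4d replicate 3 (-0.87) and with only the compared libraries fitted. In IMF it changed by -1.33 from day 4 to day 8. CEBPA was lower in IMF on day 2 by -1.42, a call kept in 6 of 6 fits with a library left out. ADIPOQ and PLIN1 were below the limit for testing, with a highest value of 0.230 and 0.0773 FPKM in any library. The marker score, the mean log2(FPKM + 1) of 16 adipocyte genes, was 1.11 ± 0.0319, 1.78 ± 0.208, 1.78 ± 0.133 and 1.80 ± 0.187 on days 0, 2, 4 and 8 in BF, and 0.82 ± 0.0150, 0.83 ± 0.0193, 0.99 ± 0.0408 and 1.66 ± 0.0387 in IMF (SD, n = 3). From BF-0d to BF-2d, 5 of the 10 tested adipocyte genes were higher, with a median change of -0.068. Camera gave this set an adjusted p = 0.224 and fry an adjusted p = 0.0127. The rise of the score over this interval was thus not shared by most of its tested genes. The differences in score between depots were -0.29, -0.95, -0.79 and -0.14. Exact two-sided permutation tests gave p = 0.1 on days 0, 2 and 4 and p = 0.4 on day 8, and 3 libraries against 3 cannot give a p below 0.1. A pseudocount of 0.1 gave score differences of -0.70, -1.30, -1.05 and -0.29 on days 0, 2, 4 and 8. The day 8 difference depended on single libraries, being -0.050 without BF-8d replicate 1 and -0.24 without BF-8d replicate 2, and it was -0.20 under median ratio scaling and -0.21 under quantile normalization.

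Sets of genes were tested to ask which pathways differed as a whole. Between depots, 24 of the 40 tests by camera were past the threshold, and 30 of 60 over the intervals. Of these 54 calls, 7 did not hold under fry. They were the cell cycle set from BF-0d to BF-2d and from BF-2d to BF-4d, the ribosome set from BF-2d to BF-4d and from IMF-0d to IMF-2d, glycolysis from BF-4d to BF-8d and from IMF-2d to IMF-4d, and the pentose phosphate set between the depots on day 2. Fry also passed the threshold for 12 of the 46 other tests. Under quantile normalization 9 of the 54 were no longer past the threshold, and 0 of the 46 passed it. The cell cycle set was higher in IMF on all 4 days, with 20 of 20 genes higher on each and median differences of 1.45, 0.58, 0.85 and 0.90 (camera adjusted p = 6.69e-23, 1.21e-04, 1.74e-05 and 1.13e-07). DNA replication was higher in IMF on all 4 days, by medians of 0.73, 0.41, 0.79 and 0.86. Glycolysis was higher in IMF on day 0 (0.91, 17 of 17 genes, adjusted p = 1.13e-07), lower on day 2 (-0.71, adjusted p = 2.26e-08) and day 4 (-1.19, adjusted p = 1.03e-07), and not different on day 8 (0.03, adjusted p = 0.988). Steroid biosynthesis was higher in IMF on day 4 (1.32, adjusted p = 1.04e-08) and day 8 (0.86, adjusted p = 1.13e-07). The ribosome set was lower in IMF on day 2 (-0.43, adjusted p = 2.11e-11) and higher on day 8 (0.57, adjusted p = 6.36e-06). The adipocyte set was lower in IMF on day 0 (-0.22, adjusted p = 0.0107) and day 2 (-0.63, adjusted p = 4.04e-06).

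**Figure D4:**
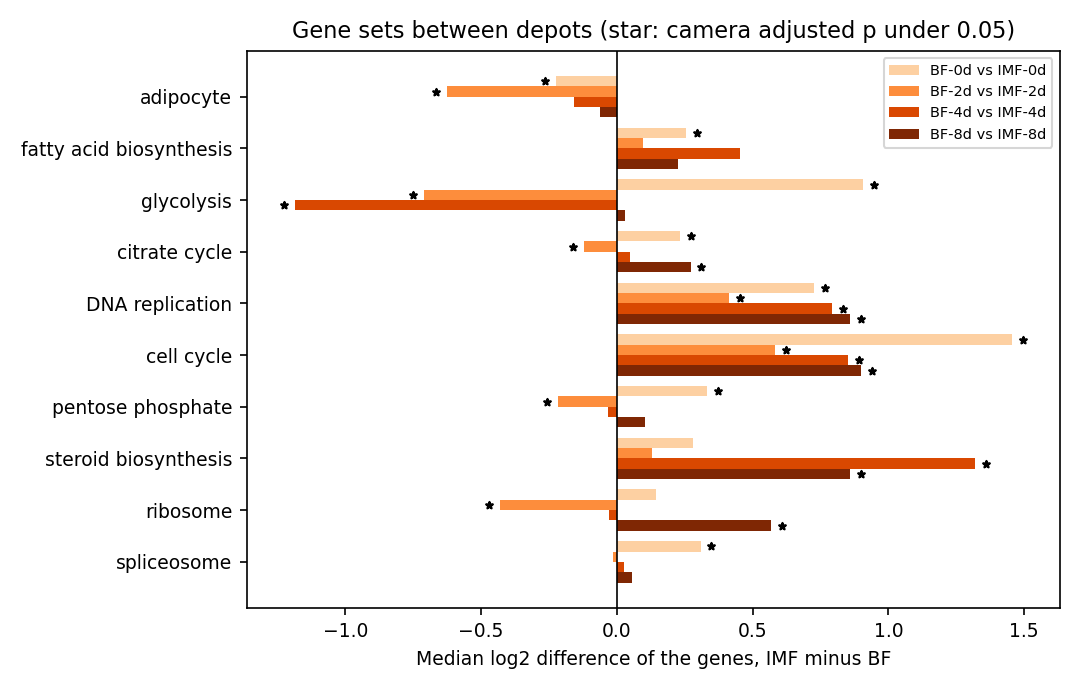
Median log2 difference between IMF and BF of each of 10 gene sets on days 0, 2, 4 and 8, with a star where the camera adjusted p was under 0.05. The cell cycle set lies above 0 on all 4 days, from 0.58 to 1.45, and glycolysis goes from 0.91 on day 0 to -1.19 on day 4.

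Over the intervals, glycolysis rose in BF from day 0 to day 2 (median 1.11, adjusted p = 1.48e-09) and in IMF from day 4 to day 8 (1.40, 17 of 17 genes, adjusted p = 7.32e-13), and was lower in IMF-2d than in IMF-0d (-0.48, adjusted p = 5.53e-05). Steroid biosynthesis changed by -0.94 from BF-2d to BF-4d and by -1.05 from BF-4d to BF-8d, with 18 of 18 genes lower each time, and by 0.31 and -1.55 over the last 2 intervals in IMF. The cell cycle set changed by -0.67 from BF-4d to BF-8d, -0.54 from IMF-0d to IMF-2d and -0.62 from IMF-4d to IMF-8d. The ribosome set rose by 0.67 from BF-0d to BF-2d. Other past tests in the intervals had medians between -0.70 and 0.39.

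The study named 30 genes as candidates for subcutaneous and 22 for intramuscular differentiation. Of the 30, 26 were called in at least 1 BF interval, 10 in an IMF interval and 26 between depots on at least 1 day. Adjusted over the list alone, the counts were 26, 10 and 27. Of the 22 intramuscular candidates, 8 were called in a BF interval, 14 in an IMF interval and 18 between depots, and adjusted over the list alone the counts were the same. The study chose these genes on the same libraries, so the counts are not independent evidence. With only the compared libraries fitted, 3 subcutaneous and 0 intramuscular candidates were called in a BF interval.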

Values the study reported

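The study reported that its table covered 25,462 genes, of which 16,135 were taken as reliably expressed. In subcutaneous cells it called 2365 differentially expressed genes over the days of culture, 24 of them at every step. In intramuscular cells the corresponding counts were 2320 and 6. The study gave 1116 genes as shared by both depots, 1249 as specific to subcutaneous cells and 1204 as specific to intramuscular cells. Between the depots on the same day it called 4059 genes, of which 164 differed on every day.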

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

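All tests of explanations in this part were chosen after the results had been seen. The counts and named genes of the 3 interaction contrasts drew attention because the change over an interval differed between the depots by that contrast of limma. The other patterns were taken up in weighing them.

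The contrast was called for 395 genes from day 0 to day 2. Of 100 splits of the 12 libraries concerned, drawn with the real one among them, only the real one (1 of 100) gave as many genes. Of 100 draws of unchanged groups that kept the residuals of each group together, 2 gave as many, with at most 1162. With the SD of each gene in its group the largest number was 10. Among the named genes were PCK1 at -7.33, IL11 at -5.38, CCN2 at 5.18 and MGP at 3.54, where a negative value stands for a larger rise or a smaller fall in BF. The count depended on single libraries, being 1182 without BF-2d replicate 3 and 193 without IMF-0d replicate 3.

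From day 2 to day 4 the contrast was called for 493 genes, but 7 of 100 splits gave as many, the real one included, of which the 6 others kept the depots apart on 1 day. Such splits carry the depot difference of that day into the contrast, so this number decides nothing. With the depot difference that both days share taken out of the libraries, only the real split (1 of 100) gave as many genes, which argues against a grouping by chance. The same was found for the other 2 intervals (1 of 100 each). In draws of unchanged groups that kept the residuals of each group together, 2 of 100 gave as many genes from day 2 to day 4. The largest number there was 737. From day 4 to day 8, 0 of 100 such draws did, with at most 490 genes. The named genes were EREG at -3.89, ACTA2 at 3.71, ASPN at 3.96, TXNIP at 2.11, CRABP1 at 1.83, HAS2 at -2.25, AGT at -2.54, CYP26B1 at -3.08 and CEBPA at 2.02. The count ranged from 270 without IMF-4d replicate 2 to 879 without BF-2d replicate 1.

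From day 4 to day 8 the contrast was called for 1031 genes, and 3 of 100 splits gave as many, the real one included. Both others kept the depots apart on 1 day. The largest differences were in interferon-induced genes, RSAD2 at -9.18 and IFIT1 at -8.85, which rose in BF alone, and in STC1 at 8.02, PCK1 at 7.85 and IL11 at 7.70, which rose in IMF over this interval and had risen earlier in BF. SLC6A5 (6.49), NET1 (4.37), GLA (3.42), AGT (2.24) and SHC3 (1.18) were further differences on the IMF side, and MYLK (-4.61) and DHRS3 (-3.36) on the BF side.

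The scaling between libraries was examined as the origin of the larger number of genes that BF cells changed from day 0 to day 2. Median ratio scaling gave 1060 genes there and quantile normalization 1022, against 123 and 130 in IMF, which argues against scaling as the whole cause. Unequal spread was examined with 100 draws of unchanged groups in the same fit. With the SD of each gene in its group at most 31 genes were called in BF over this interval, and with the residuals of each group kept together across genes the median was 0 and the largest number 660. An excess of BF over IMF as large as the 936 genes observed was reached in 0 of 100 draws either way, which argues against calls without any change as the whole cause. How many real changes passed the threshold stays open, since with only the compared libraries fitted 237 genes were called in BF and 167 in IMF. With residuals kept together, 2 of 100 draws reached the observed count from BF-2d to BF-4d (at most 770). From BF-4d to BF-8d 1 of 100 did (at most 588), and from IMF-2d to IMF-4d 4 of 100 (at most 26). In the remaining pairwise comparisons 0 of 100 did.

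BF-2d replicate 3, which had run through 19.2% of the change that BF cells showed by day 8 against 51.9 and 52.5% in the other BF-2d libraries, enters both of the first intervals. A mixture of RNA from day 0 and day 2 cultures would place rising and falling genes at the same share of the way on the linear scale. The shares were 0.140 over 196 rising genes and 0.704 over 155 falling genes, a gap of 0.565, whereas mixtures computed from the libraries gave gaps between -0.0682 and 0.110, which excludes a mixture of this kind. An exchange with an IMF library was tested as well. Of 94 genes called alike between depots on days 0, 4 and 8, 78.7% were nearer BF-2d than IMF-2d in this library, against at most 5.32% in the IMF-2d libraries, which argues against an exchange. Other values go the opposite way. The share was 93.6 and 96.8% in BF-2d replicates 1 and 2, and over all tested genes the SD of the log2 differences was smallest to the means of IMF-2d (0.406) and IMF-4d (0.410), against 0.424 to BF-0d and 0.472 to the other BF-2d libraries. Some RNA of IMF cells in this library is therefore not excluded. The limit for this test was moved from 80 to 50% after the value had been seen. An exchange predicts a share like that of the IMF-2d libraries, at most 5.32%. A slower course in that culture may account for its position, since on the log2 scale the shares of rising and falling genes (0.387 and 0.495) were 0.108 apart, but a single library cannot decide this.

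Muscle cells carried over into IMF cultures would bring their abundant transcripts. The highest value of MYH3 in any IMF library was 0.141 FPKM and that of ACTA1 was 0.0148 FPKM. This argues against muscle cells with these transcripts as the origin of the genes called between depots. MYOG, MYOD1 and PAX7 were listed at 0, which can be a failed estimate. Muscle precursors without MYH3 and ACTA1 therefore stay open. DES reached 45.3 FPKM on day 0 and MYBPH a mean of 34.8 FPKM in IMF-8d, and of the 20 listed myogenic genes 4 were tested. These were higher in IMF by fry on day 0 (median 0.31, adjusted p = 5.33e-06) and day 8 (0.69, adjusted p = 5.33e-06), though not by camera (adjusted p = 0.0665 and 0.185). A difference between the depots themselves stays among the open explanations. The labels do not link the cultures to animals, so the depots were not separated here from other differences between their cultures.

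For the counts of the 10 pairwise comparisons, the 6 libraries of each made 10 splits, of which 1 of 10, the real one, gave as many genes in every comparison. With 10 splits the share is never below 0.1, so these splits decide nothing.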

How the results depend on the processing

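The numbers of changed named genes and sets cover the named comparisons that were called (92) and the set tests past the threshold (54), a restriction that was chosen after reversals among the remaining ones had been seen. The alternatives for the study's candidate lists were chosen after seeing the data.

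A pseudocount of 0.1 raised most counts of called genes, since low genes then have larger fold changes. In BF the intervals had 2020, 970 and 916 genes, in IMF the last interval had 2103, and the interval from IMF-2d to IMF-4d had 2. Between depots the counts were 759, 1474, 3194 and 2154 on days 0, 2, 4 and 8. The unions held 3271 genes in BF, 2220 in IMF, 1216 in both, 4718 between depots on any day and 153 on all 4 days. The differences in marker score were -0.70, -1.30 and -1.05 on days 0, 2 and 4. On day 8 the difference of -0.14 became -0.29, and over the fits that each left out a library it ranged from -0.24 (without BF-8d replicate 2) to -0.050 (without BF-8d replicate 1).

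A fit on only the compared libraries lowered the counts that involve BF-2d or BF-4d. From BF-0d to BF-2d 237 genes were called, from BF-2d to BF-4d 0 (2981 at an unadjusted p under 0.05) and from BF-4d to BF-8d 4. Between BF-2d and IMF-2d 107 genes were called, and the interaction contrasts of the first and second intervals had 132 and 33. The BF union held 239 genes, both unions 92 and all 4 days between depots 22. In BF intervals 3 of the subcutaneous and 0 of the intramuscular candidates were called. In comparisons without these 2 groups the same fit gave higher counts from IMF-0d to IMF-2d (167) and from IMF-2d to IMF-4d (9). The counts were also higher from IMF-4d to IMF-8d (1268) and between depots on day 0 (512). Between depots on day 8 the count was lower (1059 against 1123). These values argue against the fewer libraries that then estimate the spread as the whole cause. The cause was not tested further.

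At an adjusted p under 0.05, 12 genes were called from IMF-2d to IMF-4d, and the interaction contrasts of the first and second intervals had 791 and 796.

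Across the fits that each left out a library of the groups compared, the counts were 698 (without BF-2d replicate 2) to 1615 (without BF-2d replicate 3) from BF-0d to BF-2d, 405 (without BF-2d replicate 3) to 851 (without BF-2d replicate 1) from BF-2d to BF-4d, and 295 (without BF-4d replicate 1) to 832 (without BF-4d replicate 3) from BF-4d to BF-8d. They were 69 (without IMF-2d replicate 2) to 112 from IMF-0d to IMF-2d and 2 to 4 from IMF-2d to IMF-4d. Libraries of other groups enter through the shared spread, and without BF-2d replicate 3 these 2 counts were 166 and 10. Between BF-2d and IMF-2d they were 445 (without BF-2d replicate 2) to 1287 (without BF-2d replicate 3), for the first interaction contrast 193 (without IMF-0d replicate 3) to 1182 (without BF-2d replicate 3), and for the second 270 (without IMF-4d replicate 2) to 879 (without BF-2d replicate 1). On all 4 days between depots 43 (without BF-2d replicate 2) to 87 (without BF-8d replicate 1) genes were called, and 5 to 11 intramuscular candidates in BF intervals, without BF-2d replicates 2 and 3. The cause was not tested.

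Under the other scalings the median of all genes moved by less than 0.1, but the split of calls moved. Quantile normalization gave 62.3% of the calls higher in IMF on day 0 (72.4% as reported) and 49.9% on day 8 (62.0%). On days 2 and 4 quantile normalization gave 47.9 and 50.5% (57.3 and 58.3% as reported) and median ratio scaling 47.8 and 50.5%. Median ratio scaling gave 76.2% higher from BF-4d to BF-8d (61.0%), 68.9% from IMF-4d to IMF-8d (57.5%) and 48.6% higher in IMF on day 8 (62.0%).

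Replicate numbers were the same across groups in the labels, but libraries with the same number did not deviate together (median correlation of residuals 0.00136, from -0.454 to 0.457, 9 of 84 pairs over 0.1), so the numbers were not taken as pairs. With the replicate number as a block, 1054 genes were called from BF-0d to BF-2d and 328 for the first interaction contrast, no count moved by over 1.5 times, and 2 named calls were lost (TXNIP at 2.08 and HAS2 at -1.44 from IMF-2d to IMF-4d).

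Of the 92 named calls, 40 were lost when only the compared libraries were fitted, 9 without a filter on low values, 4 at a pseudocount of 0.1, 2 under quantile normalization, 1 under median ratio scaling and 0 without trend and robust, and with a library left out 75 were lost and 477 kept, counted over all such fits. Of the 54 set tests, 9 were no longer past the threshold under quantile normalization, 7 under fry, 3 each under the stricter filter, median ratio scaling and the fit on only the compared libraries, 1 at a pseudocount of 0.1, and with a library left out 29 were lost and 1267 kept, counted over all such fits. None of these calls changed direction under the alternatives run (0 of 92 and 0 of 54). For the 115 named comparisons not called, the sign was opposite 9 times in total over 8 alternatives, with 0 of these called there and none above 0.06 in size as reported, and a call was gained 16 times. For the 46 set tests not past the threshold, which fry tested as well, the sign was opposite 27 times, with 0 of these past it, and the threshold was passed 30 times, 12 of them under fry and 0 under quantile normalization. Over the 24 fits with a library left out the totals were 34 opposite (0 called, the largest at 0.56 as reported) and 25 gained for named comparisons, and 25 opposite (0 past) and 17 gained for sets. The unknown depth of the libraries leaves it open how far low values are limited by counting error.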

Other observations

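All tests in this part were chosen after the results had been seen, and so were the lists of interferon, cAMP, glucocorticoid and hypoxia genes. The values below are hypotheses with their tests.

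The 24 tested interferon response genes were higher in IMF on day 0 by a median of 2.26, on day 2 by 2.37 and on day 4 by 3.02, and lower on day 8 by -2.14 (camera adjusted p = 8.48e-09, 1.18e-06, 4.90e-06 and 3.70e-09). Immune cells would bring the leukocyte gene PTPRC, whose highest value in any library was 0.00835 FPKM, which argues against immune cells. LYZ, C1QA and C1QB were listed at 0, which can be a failed estimate and decides nothing by itself. CD14 (up to 17.1 FPKM), TYROBP (9.13), CD68 (2.47) and AIF1 (1.27) were present, so that 4 of the 9 listed immune genes reached 1 FPKM, and the 4 that were tested rose together from BF-4d to BF-8d (median 0.56, camera adjusted p = 0.00849). A small number of such cells therefore goes with part of these values, but PTPRC stayed near 0 in the same libraries. GC content and gene length were excluded as the cause, because the day 8 median lay at percentile 0 of 10000 lists matched on both, whose central values ran from -0.09 to 0.37. This used 23 of the 24 genes. A check over all genes was void, since 10990 of 16135 had both properties. On day 8 the state of single cultures may be the source, as the list mean ranged over 4.24 within BF-8d, with 3.49, 7.73 and 6.56 in the 3 libraries. The difference in list mean was -2.43 with all libraries, -3.65 without replicate 1 of BF-8d, -1.53 without replicate 2 and -2.11 without replicate 3. On day 0 the range within BF-0d was 0.547 against a difference of 2.22, which argues against single cultures, and a difference between the depots stays open and untested.

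ADIPOQ, PLIN1, PLIN4, LEP, DGAT2 and THRSP, all markers of mature adipocytes, had highest values of 0.230, 0.0773, 0.0448, 0.0313, 0.0369 and 0.0889 FPKM in any library. Failed estimates are excluded as the cause for PLIN4 and THRSP, which were listed at 0 in 0 and 2 of 24 libraries and had low values above 0 in the rest. For the other 4 they stay open, since 72 of their values were listed at 0 (17 of ADIPOQ, 16 of PLIN1, 22 of LEP and 17 of DGAT2). Reads counted under genes assembled by the authors could be a source. There were 16 of 2715 assembled genes that rose at least 4 times by BF-8d to a mean of 10 FPKM or more, and their identity was not analysed here. Few mature adipocytes in the cultures could be another. By Oil Red O staining, the study reported many lipid droplets in BF cells late in culture, and fewer in IMF cells. Lipid was thus stored in these cultures, but the share of mature cells was not given, so the staining does not decide this. Other adipocyte genes were abundant. LPL reached 422 ± 171 FPKM in BF-8d (SD, n = 3) and 120 in IMF-8d, and PLIN2 164 and 24.3 FPKM. These values do not decide between the explanations.

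The cAMP response list rose from IMF-4d to IMF-8d by a median of 4.63 (camera adjusted p = 1.79e-10), after a rise of 3.80 from BF-0d to BF-2d and of 1.24 from IMF-0d to IMF-2d. It was lower in IMF on day 2 (-2.88) and day 4 (-3.96), and not different on day 0 (-0.40, adjusted p = 0.366) or day 8 (0.59, adjusted p = 0.783). An inhibitor of phosphodiesterases left over from the induction medium would act before day 4. The list mean was 1.35 in IMF-0d, 2.54 ± 0.834 in IMF-2d, 1.79 ± 0.0898 in IMF-4d and 6.001 ± 0.160 in IMF-8d (SD, n = 3). Thus 9.44% of the rise by day 8 was present on day 4. This share restates the late rise that was to be explained, so the inhibitor is not excluded by it. A first version of this test, the change from IMF-2d to IMF-4d (median -0.72, camera adjusted p = 8.69e-05, fry adjusted p = 0.188), was replaced after its value had been seen, because fry did not call it and the libraries overlapped. Exchanged depot labels of the day 8 libraries were excluded, as 82.2% of 107 genes called alike between depots on days 0, 2 and 4 kept the side of their depot on day 8. The limit for that test was also lowered from 80 to 50% after its value had been seen. A change of culture state between days 4 and 8 may underlie the rise of 4.63, and the design has no test of it.

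The changes of IMF by day 8 resembled those of BF by day 4 more than those of BF by day 8 in 3 of 3 IMF-8d libraries, with r across genes of 0.725, 0.740 and 0.693 against 0.676, 0.682 and 0.638. The 3 of 3 held without the interferon list and without BF-4d replicate 3. The same course, later, in IMF could give this order, and 3 libraries of 1 day cannot decide it. The study described lipid droplets that formed slowly in IMF cells and increased late in culture. That goes with a later course of lipid storage, but it does not show that the same genes changed in the same order.

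Some genes switched between values near 0 and high values within groups, 24 of them in at least 4 groups. If reads moved between overlapping gene models, such genes would have a partner changing the opposite way more often than others. This was found for 8.33% of them, against 22.5% of 120 genes matched on expression, so the prediction failed. Reads moving between models are not excluded by this. Partners were sought among all tested genes whatever their position, so the shares do not single out overlapping models. A partner may also be missing from the table. None of the named genes were among the 24.

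The glucocorticoid list was lower in IMF on all 4 days, by -0.14, -0.61, -1.61 and -0.38 (adjusted p = 0.00656 on day 0 and 0.0443 on day 8). The hypoxia list was not different on day 0 (0.21, adjusted p = 0.395), was lower in IMF on days 2, 4 and 8 (-0.56, -1.77 and -0.78), and rose in IMF from day 4 to day 8 by 1.58. It also rose over the successive BF intervals, by 0.62, 0.73 and 0.64 (adjusted p = 0.0276, 1.38e-04 and 7.55e-04), the first not by fry (adjusted p = 0.0678). From IMF-0d to IMF-2d it changed by -0.49 (adjusted p = 0.0278, fry adjusted p = 0.106). The myogenic list, with 4 of 20 genes tested, did not pass the threshold between depots by camera on any day, but by fry it was higher in IMF on day 0 (0.31, camera adjusted p = 0.0665, fry adjusted p = 5.33e-06) and day 8 (0.69, 0.185 and 5.33e-06). It was lower in IMF-2d than in IMF-0d by -0.41 (adjusted p = 2.41e-04). The endothelial list, with 3 of 7, was lower in IMF on day 0 by -0.19 (adjusted p = 0.0422) and did not differ by camera later, whereas fry found it higher in IMF on day 4 (0.24, adjusted p = 0.00174) and day 8 (0.040, adjusted p = 0.0141). It was lower in BF-2d than in BF-0d by -0.92 (adjusted p = 0.0206). The immune list, with 4 of 9, did not differ between depots by camera (adjusted p from 0.395 to 0.992) or fry (from 0.102 to 0.384), and the stromal list of 9 genes was lower on day 0 by -0.35 (adjusted p = 0.0113) and did not differ by camera later, whereas fry found it higher in IMF on day 4 (1.22, adjusted p = 1.40e-04) and day 8 (0.39, adjusted p = 0.0161). By camera it changed by -0.21 from BF-2d to BF-4d (adjusted p = 0.0278) and by 0.54 from IMF-0d to IMF-2d (adjusted p = 0.00337). Of these lists, 2 myogenic, 2 endothelial, 3 immune and 8 stromal genes had a mean of at least 1 FPKM in some group. Adjusted p-values without a name are from camera. Apart from muscle and immune cells, no explanation of these differences was tested.

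In IMF cells 1262 genes were called over the intervals. That is lower than the value quoted from the study above. In all 3 IMF intervals 0 genes were called. That number is also lower than the study's. The 2 depots shared 684 genes. That is lower than the number quoted above. Only in IMF 578 genes were called. This count too is lower than the one quoted. Between depots 2636 genes were called on any day. The value quoted from the study is higher. On all 4 days 53 genes were called. This is lower than the corresponding count of the study. All of these counts rest on FPKM + 1. At a pseudocount of 0.1 there were 2220 genes over the IMF intervals, 1216 in both depots, 4718 between depots on any day and 153 on all 4 days. At that pseudocount the counts for both depots and for any day are higher than the quoted ones, and the other 2 are slightly lower. In BF cells 1753 genes were called over the intervals and 16 in all 3 of them, both lower than the quoted values. The count of 1753 became 3271 at that pseudocount, which is higher than the quoted one.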
